A study of Homo sapiens with 6 samples.

How the data were processed

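RNA was measured in 6 cultures of Kasumi-1 cells carrying a FLAG-tagged AML1-ETO. Kasumi-1 is an established acute myeloid leukaemia line with the t(8;21) translocation, which makes the AML1-ETO fusion protein. Per the labels, 3 cultures were controls and 3 had a knock-down (KD) of miR-130a, a microRNA that represses messenger RNAs carrying its seed match in the 3′ UTR. GFP-positive cells, 100000 per sample, were sorted 3 days after transduction. Per the labels' protocols, cDNA was made with a SMART-Seq v4 low-input kit, libraries with Nextera XT, and 125-bp paired-end reads were sequenced on an Illumina HiSeq to a stated depth of 40 M to 50 M reads. The construct delivered to the control cells is not described in the labels.

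The deposited values are raw counts of reads per gene, 1 table per sample, in the layout written by the aligner STAR. Each table lists 58243 Ensembl gene IDs with a count over both strands and a count for each strand. The aligner's version, the genome build, the annotation release and any trimming are not stated in the labels or the files. It is also unclear whether both mates of the paired-end reads were aligned, so a count may stand for a single read or a pair. The forward-strand share of the stranded counts was 49.9% to 50.2% in the 6 libraries, so the counts over both strands were used. In that column a read over a pair of genes on opposite strands is ambiguous and is counted for neither, which lowers the counts of overlapping and antisense genes.

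Symbols, coordinates, biotypes and 3′ UTRs came from GENCODE release 29 (GRCh38) and a table of gene symbols. Of the 58243 IDs, 57980 were in GENCODE and 57532 in the symbol table, and 263 had no symbol in either. Coordinates are those of GRCh38, whichever build the reads were aligned to. Groups and replicate numbers came from the sample titles. File names spell the treated group as a knock-out where the labels give a knock-down, and the labels were followed.

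Genes were tested with edgeR 4.0.16 (filterByExpr, TMM factors, estimateDisp, glmQLFit and glmQLFTest with default settings) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM values were computed from the deposited counts with TMM-scaled library sizes. Of the 58243 genes, 14558 passed the filter. Gene lists and seed-site genes were tested with camera of limma 3.58.1, two-sided, with an inter-gene correlation of 0.01. The 7 lists and the tests were fixed before the data were examined. The value given for a list is the difference in median log2 fold change from the other genes. That summary was chosen over the difference in means after both had been seen, to match the summary fixed for the seed-site genes, and it leaves the camera p-values untouched.

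Seed sites were 7mer-m8 (TTGCACT) or 8mer (TTGCACTA) matches in the longest annotated 3′ UTR. Their median was also set against 10000 random lists matched on 3′ UTR length and mean expression. Genes named are TBL1XR1, MIR130A and its host transcript, the 6 largest increases and the 6 largest decreases among called genes with a mean of at least 5 CPM and no overlap between the groups, and up to 4 called members per list by smallest p. Some members that meet this rule are not reported here. Genes outside this rule are identified as chosen after their values were seen. Single values were compared with two-sided exact permutation tests, whose smallest possible p with 3 against 3 is 0.1.

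Both groups carry replicate numbers 1 to 3 in the titles, so a fit with the replicate number as a block was run beside the fit without it. The labels do not say whether same-numbered cultures were handled together. Other alternatives were RLE and upper-quartile factors, DESeq2 1.42.0, limma-voom, other filters, single-strand counts, protein-coding genes only, GC-content and length offsets, other thresholds and site definitions, and leaving out each replicate. The GC-content and length offsets were fitted to counts not scaled for library size and then added to the TMM-scaled library sizes. Library size therefore entered those fits again, which moves the fold changes of all genes together.

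The fits were tested on simulated counts for 14558 genes, of which 200 were changed by known fold changes. The edgeR fit recovered 94.0% of the changed genes, and 3.09% of its calls were false. All simulated changes were at least 2-fold, genes varied independently, every gene had the same dispersion and no library stood apart. Among the real calls 198 higher and 26 lower genes changed by at least 2-fold. The simulation therefore does not show how well smaller changes were called in the real libraries. Of 100 random lists with no shift, 3 had a p under 0.05. Counts assigned to genes ranged from 25.75 M to 29.18 M per library. SMART-Seq reads carry no molecular identifiers, so reads are not independent molecules and counting error is a lower bound on the error. Mature miR-130a is too short to be measured in these libraries. Figures were drawn with matplotlib 3.10.9.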

Results

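Gene expression was compared between 3 control and 3 miR-130a KD cultures of FLAG-AML1-ETO Kasumi-1 cells. Counts assigned to genes were 26444569, 29181794 and 28019486 in control replicates 1 to 3 and 26643765, 27696017 and 25747146 in KD replicates 1 to 3. Genes with at least 1 count numbered 21033 in KD replicate 1 and 22086 to 22759 in the other libraries. Log2 CPM correlated across genes with r of 0.9915 to 0.9924 between controls and 0.984 to 0.992 between KD libraries. Between groups r was 0.978 to 0.988. The first principal component held 43.1% of the variance and parted the groups, with KD replicate 1 (39.3) farther from the controls than KD replicates 2 (12.6) and 3 (17.8). The second held 24.1% and set KD replicate 1 (28.7) apart from KD replicates 2 (-24.8) and 3 (-21.5). No pair of libraries agreed within sampling noise, the chi-square per degree of freedom within groups being 6.00 to 38.1. The labels give no sequencing batch.

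The knock-down itself is not read out by these libraries. The precursor locus MIR130A (chromosome 11, 57641198 to 57641286, plus strand) had 1 count in control replicate 3 and 0 in every other library, at or under a floor of 3 counts. Its host transcript MIR130AHG (chromosome 11, 57638024 to 57652790) had 18, 14 and 30 counts in the controls and 11, 26 and 23 in the KD libraries, with a log2 fold change of 0.0040 (SE 0.41). A difference was not detectable at this depth.

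The series title names TBL1XR1, a subunit of nuclear receptor corepressor complexes, as a gene of interest downstream of miR-130a. TBL1XR1 (ENSG00000177565) lies on chromosome 3 from 177019340 to 177228000 on the minus strand. Its longest annotated 3′ UTR, 6143 bases in the last of 16 exons (177019355 to 177025497), holds 2 seed matches. The first is an 8mer at 177024197 to 177024204, in the transcript-strand context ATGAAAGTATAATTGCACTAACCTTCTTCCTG. The second is a 7mer-m8 at 177023218 to 177023224, in the context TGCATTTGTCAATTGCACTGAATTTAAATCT. TBL1XR1 was at 373.7 ± 11 CPM in controls (SD, n = 3) and 360.3 ± 62.6 CPM in KD (SD, n = 3). Its log2 fold change was -0.05 (SE 0.11), with an adjusted p of 0.861 in edgeR's quasi-likelihood test and an exact permutation p of 0.9. With the replicate block the log2 fold change was -0.067 (adjusted p 0.821). Across all tested genes, same-numbered libraries did not deviate together, their deviations correlating at a mean of -0.0063 against 0.0033 for differently numbered ones. This all-gene value, repeated below, does not describe TBL1XR1 or any list on its own. The direction rested on KD replicate 1 (292.3 CPM, against 415.3 and 373.4), and without it the log2 fold change was 0.078 (adjusted p 0.369).

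Across the 14558 genes tested, 669 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 502 higher and 167 lower in KD. Of the 669, 639 were protein coding. At an unadjusted p under 0.05 there were 2562 genes. Changes of at least 2-fold made up 198 of the higher and 26 of the lower calls. The groups did not overlap for 24.9% of tested genes, against 10% by chance. With the replicate block 622 genes were called, 568 of them shared, where the deviations of same-numbered libraries correlated at -0.010, -0.060 and 0.052. Leaving out KD replicate 1 moved the count most, to 2079. The share of calls that were higher was 75.0%, and it was 65.2% with upper-quartile factors and 59.3% without KD replicate 1. It was 84.0% with a GC-content offset and 82.55% with a length offset. Those offsets counted library size again, and the median log2 fold change of all genes moved from -0.0025 to 0.0385 and 0.03785. Their shares therefore do not measure an effect of GC content or length.

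**Figure D1:**
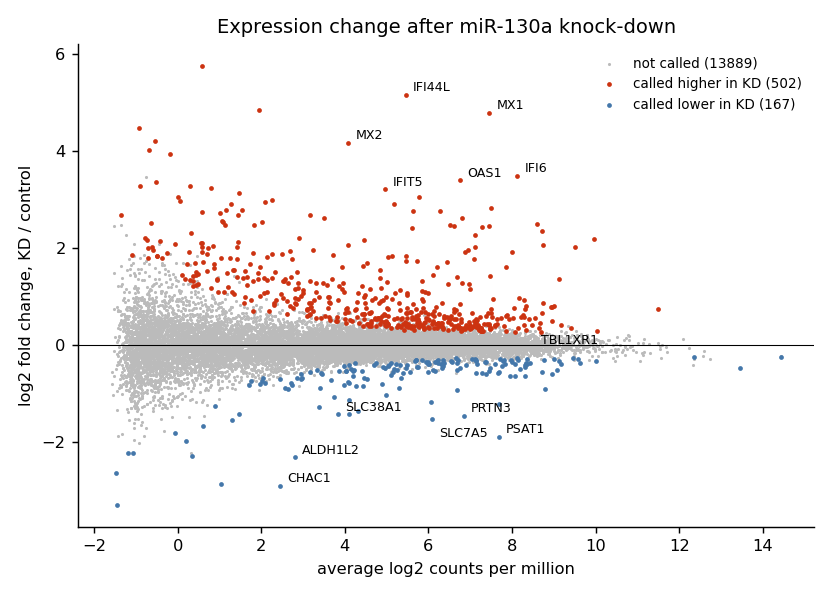
Log2 fold change (KD over control) against average log2 CPM for the 14558 genes tested, each point a gene. The 502 genes called higher are red, the 167 called lower are blue, the rest are grey, and TBL1XR1 lies near 0.

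The largest increases under the naming rule were IFI44L, MX1, MX2, IFI6, OAS1 and IFIT5, genes induced by interferon. IFI44L (chromosome 1, 78619922 to 78646145) rose from 2.38 ± 1.06 to 85.5 ± 11.7 CPM (SD, n = 3 per group), a log2 fold change of 5.15 (SE 0.24, edgeR adjusted p 5.92e-07). MX1 (chromosome 21, 41420304 to 41459214) rose from 12.3 ± 2.5 to 337.7 ± 32.3 CPM, a log2 fold change of 4.78 (SE 0.14). MX1 shares reads with an antisense gene, ENSG00000228318, so its count is uncertain. The log2 fold changes of MX2, IFI6, OAS1 and IFIT5 were 4.16, 3.48, 3.39 and 3.21. MX2 lies beside MX1 (chromosome 21, 41361943 to 41409390), IFI6 on chromosome 1 (27666061 to 27672218), OAS1 on chromosome 12 (112906777 to 112933222) and IFIT5 on chromosome 10 (89414586 to 89421001). MX1 with MX2, and OAS1 and IFIT5 with their own relatives, belong to multigene families whose reads can be split.

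The largest decreases were CHAC1, ALDH1L2, PSAT1, SLC7A5, PRTN3 and SLC38A1. CHAC1 (chromosome 15, 40952962 to 40956519) fell from 9.40 ± 0.235 to 1.25 ± 0.220 CPM (SD, n = 3 per group), a log2 fold change of -2.91 (SE 0.17, edgeR adjusted p 3.71e-06). PSAT1 (chromosome 9, 78297143 to 78330093) fell from 323.4 ± 37.6 to 86.5 ± 2.40 CPM, a log2 fold change of -1.90 (SE 0.090). ALDH1L2, SLC7A5, PRTN3 and SLC38A1 had log2 fold changes of -2.32, -1.53, -1.47 and -1.43. ALDH1L2 and SLC38A1 lie on chromosome 12 (105019784 to 105084577 and 46183063 to 46270017), and SLC7A5 on chromosome 16 (87830023 to 87869488). All 12 genes named as largest changes had no overlap between the groups.

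**Figure D2:**
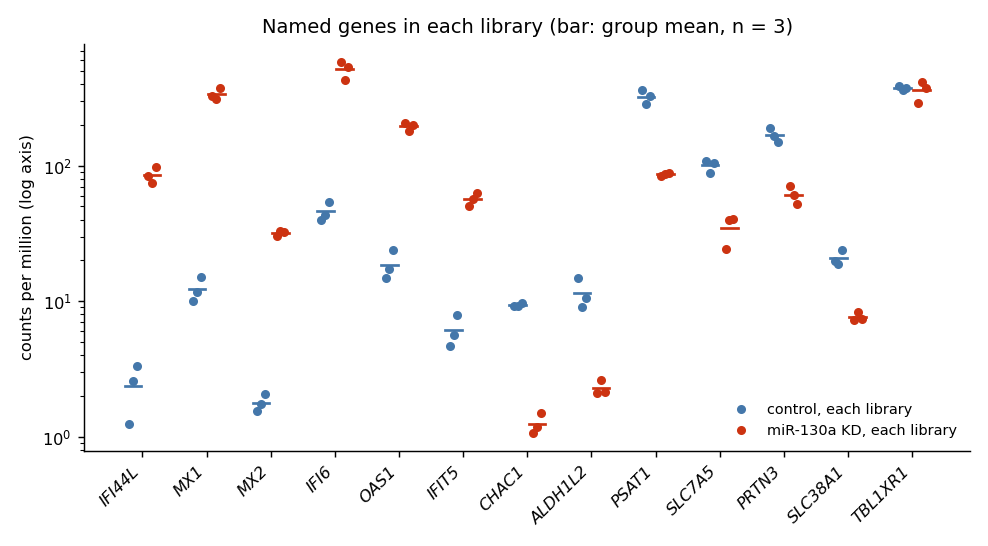
CPM on a log axis in each library for the 6 largest increases, the 6 largest decreases and TBL1XR1. Points are libraries, bars are means of 3, and the KD and control points overlap for TBL1XR1 alone.

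The question whether miR-130a targets rose was addressed with seed matches and with a list of reported targets. Of 11612 tested genes with an annotated 3′ UTR, 1942 held a 7mer-m8 or 8mer site. Their median log2 fold change exceeded that of the other genes by 0.0071 (camera p 0.721). Their median lay at percentile 86.3 of 10000 matched random lists. With the replicate block the difference was 0.0079 (camera p 0.79), beside a mean same-number correlation of -0.0063 over all tested genes. A GC-content offset reversed it to -0.020 (p 0.506). Among all 15872 7-mers present in at least 100 UTRs, the seed match ranked 5094 for higher expression in KD, and 6790 after adjustment for UTR length, GC content and expression. A seed site was found in 17.7% of called-higher genes with a UTR and in a median of 16.9% of matched genes.

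**Figure D3:**
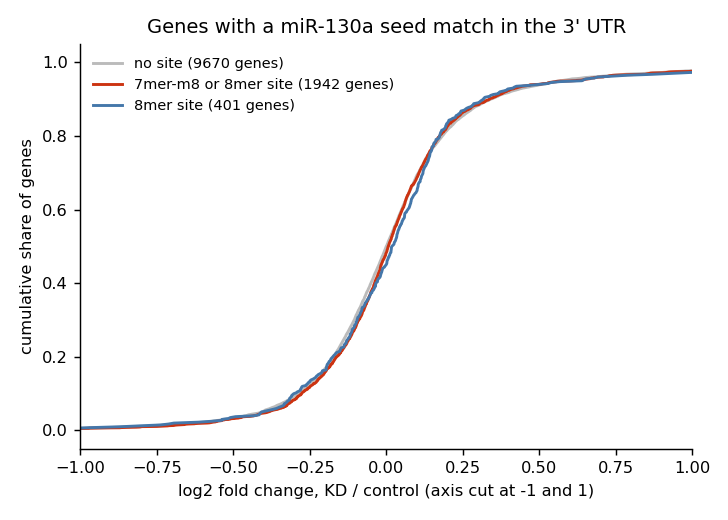
Cumulative share of genes against log2 fold change (KD over control) for tested genes with no seed site, the 1942 with a 7mer-m8 or 8mer site, and the 401 with an 8mer. The curves lie close together, with a median difference of 0.0071 for the 1942 genes.

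Of the reported targets, 34 were tested and 32 of those held a seed site. Their median difference was 0.045 (camera p adjusted over the 7 lists 0.228), and 0.052 (0.299) with the replicate block. The mean same-number correlation over all tested genes was -0.0063. Over all genes 4 were called higher, and 6 when adjusted within the list. Among them were IRF1 (log2 fold change 0.53, SE 0.069, edgeR adjusted p 0.00128), CYLD (0.38) and ACVR1 (1.45). CYLD and ACVR1 lost the call under several alternative settings, and IRF1 (chromosome 5, 132481609 to 132490798) is also induced by interferon.

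The interferon list stood apart from the other lists. All 37 genes tested were called higher, over the list and over all genes, with a median difference of 2.35, the same to 2 decimals with the replicate block. Their mean log2 CPM was 4.68 ± 0.198 in controls and 7.14 ± 0.0711 in KD (SD, n = 3, exact permutation p 0.1, the smallest possible). It was highest in replicate 3 of both groups (4.89 in controls, 7.22 in KD). The same-number correlation of -0.0063 over all tested genes therefore does not describe this list. By smallest p its leading members were MX1, MX2, OASL (log2 fold change 2.44) and RSAD2 (2.49). The camera p was too small to be represented. With the inter-gene correlation estimated from the data, the list p was 0.000110, which moved it most.

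Genes of myeloid differentiation were lower, with a median difference of -0.17 over 32 genes (adjusted camera p 0.000108). With the replicate block it was -0.17 (1.51e-05), beside a same-number correlation of -0.0063 over all tested genes. Of these genes 3 were called higher and 8 lower over all genes, and 16 within the list. A GC-content offset left -0.056 (adjusted p 0.00414). The neighbouring granule protein genes on chromosome 19, AZU1 (825097 to 832018), PRTN3 (840960 to 848175) and ELANE (851014 to 856247), had log2 fold changes of -1.07, -1.47 and -1.19.

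The proliferation list had a median difference of -0.064 over 40 genes (adjusted camera p 0.0323). With the replicate block it was -0.062 (0.053), beside the same-number correlation of -0.0063 over all tested genes, and no longer past the threshold. BUB1 (0.34) and CDT1 (-0.33) were its called members. The AML1-ETO complex (-0.041, adjusted p 0.564), stem and progenitor (0.075, 0.303) and p53 target (0.030, 0.75) lists were not shifted beyond the threshold. With the block their differences were -0.043, 0.081 and 0.034. For the stem and progenitor list the difference in means had the opposite sign, -0.011. Called members of these lists were TCF12 (0.28), MYCN (0.99), CD34 (0.41), GATA2 (0.53), CDKN1A (1.31) and SESN2 (-0.68). BUB1, CDT1, TCF12 and GATA2 lost the call under several alternative settings.

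**Figure D4:**
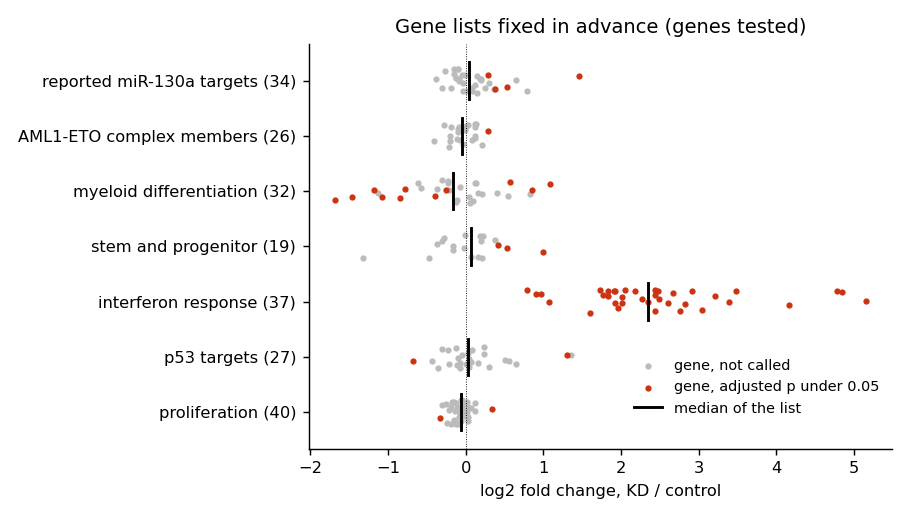
Log2 fold change (KD over control) of each tested gene in the 7 lists, with the number tested in parentheses. Red points passed an adjusted p of 0.05, black bars are list medians, and all 37 interferon genes lie above 0.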

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

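The test of this result was chosen after the result was seen, and counting each gene pair once was set after a first value of 14.1% that counted pairs at both partners. Reads that overlapped more than 1 gene, and were therefore counted for none, made up 6.67% ± 0.106 of all reads in KD libraries and 6.53% ± 0.0161 in controls (SD, n = 3 per group, exact permutation p 0.1, the smallest possible). This total lies outside the comparisons of gene counts, and every KD library lay above every control. KD replicate 1 was highest at 6.78%, against 6.57% and 6.66% in KD replicates 2 and 3, so the size of the rise leaned on it. The interferon-induced genes that overlap others were a candidate source. With each opposite-strand pair counted once and taken to hold 1 list gene, pairs with a gene of the interferon list carried 28.3% of the rise in reads on opposite-strand pairs, short of the majority share set as the mark. Those reads are a part of the ambiguous total: the list genes gained 0.0116 percentage points of all reads, where the ambiguous total rose by 0.140. Genes outside the list were not counted, among them HLA-B (log2 fold change 1.61), chosen here after its value was seen. This source therefore cannot be told apart. The pair formed by UBB and an overlapping gene contributed as a single pair more than the MX1 pair, and was highest in KD replicate 1. Differences in library quality were not tested for this total, so the rise cannot be told apart from them either.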

How the results depend on the processing

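A total of 29 alternative settings were run. All but a pair, the replicate block with a length offset and the quasi-likelihood fit of edgeR 4, were listed before the data were examined. The listed older behaviour of the quasi-likelihood fit is the default of the version used, so it was not run separately. The ranking of all 7-mers gives no fold change and is reported by rank.

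The interferon list kept its direction and its call under every setting run, with values of 2.30 to 2.40 across the 6 fits that each left out a replicate. The myeloid list did so too, with -0.20 to -0.11 across those fits. These statements rest on the median. With the difference in means the myeloid list reversed under 1 of 23 settings and the stem and progenitor list under 6, where the median reversed under 0. The mean reversed under 0 settings for the reported targets and the p53 list, where the median reversed under 2 and 4.

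The number of genes called was 1029 with DESeq2, 1153 without a filter, 326 at an adjusted p of 0.01, 1044 at 0.10 and 376 with a change of at least 1.5-fold. Genes higher numbered 793, 272 and 313 without a filter, at 0.01 and at 1.5-fold. Genes lower numbered 326 with DESeq2, 360 without a filter, 99 with a GC-content offset, 111 with the replicate block and GC-content offset, 54 at 0.01, 321 at 0.10 and 63 at 1.5-fold. DESeq2 called 667 of the 669 genes. Across the 6 fits that each left out a replicate, 298 to 2079 genes were called, 249 to 1233 higher and 49 to 846 lower. The highest count came without KD replicate 1, where 668 of the 669 were called. The fits with an offset counted library size again, so their counts do not isolate GC content. Apart from the thresholds, the cause of these changes was not tested.

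Across the same 6 fits TBL1XR1 ranged from -0.17 to 0.078, the reported targets from -0.013 to 0.093, the AML1-ETO list from -0.059 to 0.0060, the p53 list from -0.010 to 0.057, proliferation from -0.12 to -0.035 and the seed-site genes from -0.017 to 0.042. The reported targets reversed to -0.0032 with a mean of at least 50 counts and passed the threshold without a filter at 0.078 (adjusted p 0.012) and without KD replicate 1 at 0.090 (adjusted p 0.00312). Under the other settings its adjusted p was 0.127 to 0.628. The p53 list reversed to -0.015 with a GC-content offset and -0.012 with the block added. The seed-site genes reversed to -0.020 and -0.018 under the same settings. None of these reversed values passed its threshold, and the cause was not tested.

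The proliferation list lost its call with forward-strand counts (-0.061), the replicate block (-0.062), the GC-content offset (-0.079), the block with GC-content offset (-0.085), the length offset (-0.062) and the block with length offset (-0.065). It also lost it at the unchanged -0.064 with an estimated inter-gene correlation and with the fry rotation test. Of the 6 fits that left out a replicate, it lost the call without control replicate 1 (adjusted p 0.0656), KD replicate 2 (0.44) and KD replicate 3 (0.111), and was at -0.12 (3.75e-05) without KD replicate 1. The cause was not tested. Across genes the log2 fold change followed GC content with a Spearman rho of -0.22 and transcript length with -0.0040.

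Among 30 other named genes, 566 of 627 values under other settings stayed on their side of the threshold with the same direction, 55 were weaker and 6 reversed. The 6 reversals were MIR130AHG, at -0.031 with upper-quartile factors, -0.0018 with forward-strand counts, and -0.045, -0.24, -0.19 and -0.13 in 4 of the 6 fits that left out a replicate, which ranged from -0.24 to 0.35. With 11 to 30 counts per library, its direction is not resolved at this depth. The weaker values included those of ACVR1, BUB1, CDT1, CYLD, GATA2 and TCF12.

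There are 10 splits of the 6 samples into 3 against 3, and 4 of them part all 3 same-numbered pairs, as the real one does. The other 6 part 1 pair. The real split was the 1 split of the 4 to give as many called genes, as many higher and as many lower. Every other split called 0 genes, with 198 to 1282 at an unadjusted p under 0.05 against 2562. As large a list difference was seen in 1 of the 4 for the interferon, myeloid, AML1-ETO and stem lists, 2 for proliferation, and 3 for the reported targets, the p53 list and the seed-site genes. With 4 splits, or 10, the share cannot fall under 0.05.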

Other observations

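The tests of depth, GC content, length, paralogs and labelling for the interferon genes, and the test without KD replicate 1 for the seed-site genes, were chosen after those results were seen. The ATF4 gene list and the lineage marker list were written after the called genes had been seen, and the ATF4 list left out the genes already noticed.

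The rise of the interferon genes was examined for technical sources. The median difference was 2.35 (2.345) after all libraries were thinned to the same total, 2.30 with the replicate block and GC-content offset, 2.35 (2.347) with the block and a length offset, and 2.05 for the 19 genes left without the IFIT, OAS, MX, IFI44, HERC, SAMD9 and PARP families. All 37 genes were above all controls in every KD library, which goes against a single mislabelled library. Thinning libraries of near-equal depth had no room to change the result, so depth was not tested by it. The offsets did change other results. Added to the block, the GC-content offset took the myeloid list from -0.17 to -0.062. Added to the block, the length offset raised the number of genes called from 622 to 881. That fit also counted library size again, and the median log2 fold change of all genes moved from -0.0076 to 0.034. The rise in calls therefore does not show that the offset acted on length. The interferon list kept 2.30 and 2.35 in those fits. The values with the GC-content offset argue against a trend with GC content as the main source of the rise in the 37 genes. The length offset does not decide this for length, because log2 fold change followed transcript length with a rho of only -0.0040 across genes, which left little to remove. A smaller contribution of GC content, or a contribution of length, is not ruled out. RNA from other blood cells cannot be told apart on these data: of 6 tested markers of other lineages, 2 were called higher, CD8A (log2 fold change 1.18) and CD79A (0.94), while 15 of 24 stayed at or under 3 counts in every library. The T-cell marker CD3E was lower in every KD library (21, 17 and 17 counts, against 36, 29 and 32) and NKG7 was at -0.24, neither of them called, which goes against T or NK cells as the source. Direct release of the list genes through their own seed sites was not seen, the 3 of 37 list genes with a site lying at percentile 10.2 of matched lists. That test covers sites in the list genes alone, so release of a target that acts on them was not tested. Of 21 interferon genes, 0 passed the floor of 3 counts in every KD library and no control, and the highest count was 7, so interferon made by the cells may have been missed at this depth. A hypothesis left open is a response to the delivered construct. The control construct is not described in the labels, and the design has no second control to test it.

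A group of genes for amino-acid synthesis and uptake was lower in KD, among them PSAT1, CHAC1 and SLC7A5. A candidate explanation is lower activity of ATF4, a transcription factor of the amino-acid stress response. In a list of other ATF4 target genes, which also holds ATF4 itself (log2 fold change -0.58), 32 were tested, 28 were lower in KD, 17 were called lower and 0 higher. The list was written after the called genes had been seen, so these counts depend on its membership. Outside it, and picked after their values were seen, ATF3 (1.36) and PMAIP1 (1.35) were called higher and TRIB3 (-0.89) was called lower. Within the list a few genes went the other way. DDIT3 (0.466), CTH (0.309), CLDND1 (0.135) and ATF5 (0.134) were higher, none of them called. The median difference of the list was -0.40 (-0.3955, camera p 2.79e-18), and with the inter-gene correlation estimated p was 0.0170. It was -0.41 (-0.4067) with the replicate block, -0.39 (-0.3949) after thinning, -0.39 (-0.388) with the block and GC-content offset, and -0.41 (-0.4118) with the block and length offset. Over 21 settings it ranged from -0.48 to -0.38. The list stayed past the threshold with both offsets, though its values moved little. Thinning libraries of near-equal, already scaled depth had no room to remove the shift, so it does not test depth. Culture density or medium age were not recorded, so this remains a hypothesis found on the same data.

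KD replicate 1 stood apart from the other KD libraries. Its deviation from their mean had an SD of 0.38 (log2) across 12377 genes, against 0.22 for control replicate 1. Across genes, which are not independent replicates, the deviation followed transcript length with a Spearman rho of -0.42, and GC content with -0.0298. The same length measure was 0.43 for KD replicate 2 and 0.20 for KD replicate 3, each set against a mean that includes KD replicate 1, and -0.0063 for control replicate 1. A length-related difference in library or RNA quality is consistent with this. A weaker form of the KD effect was also weighed: among genes called without it, the deviation correlated with the effect at -0.309, past the mark of 0.2 set beforehand. That mark was set aside after the value was seen, because KD replicates 2 and 3 enter both measures with opposite sign. The same measure gave -0.43 for KD replicate 2 and -0.033 for KD replicate 3, so that measure does not settle it. Several genes with large changes, picked after their values were seen, speak against a general weakening: the mean log2 CPM of the interferon list was 7.11 in KD replicate 1, between 7.08 and 7.22 in KD replicates 2 and 3. SLC7A5 was at 24.3 CPM against 39.9 and 40.3, and PSAT1 at 83.8 against 87.4 and 88.3, while PRTN3 was less reduced at 70.3 against 61.1 and 52.1. The list of reported miR-130a targets also went the other way. Its mean log2 CPM was 4.86 in KD replicate 1, against 5.10 and 5.05 in KD replicates 2 and 3. The controls were at 4.90, 4.88 and 4.92. A weaker effect on those targets in KD replicate 1 therefore stays open. On the first principal component KD replicate 1 (39.3) lay farther from the controls than KD replicates 2 (12.6) and 3 (17.8), but its own deviation enters that component, so the position does not measure the strength of the KD effect. No biological explanation for a single culture was tested.

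The seed-site genes were not shifted as a group. A simulated shift of 0.1 gave a camera p of 1.83e-12, and a simulated shift of 0.05 gave 0.00024, in simulated genes that vary independently. In the real data a difference of 0.042, in the fit without KD replicate 1, gave a camera p of 0.187. The simulation therefore does not show that the test could see small shifts in the real genes. Without the called genes the difference was 0.0068 (0.00676). That check left 1836 of the 1942 genes and removed genes by their change, so it cannot rule masking by interferon-driven changes in or out. A candidate explanation is masking by KD replicate 1. Without that library the seed-site median was 0.043 and the median of the matched lists was 0.033, so the matched lists were high as well. The seed-site median lay at percentile 99.4 (99.36) of matched lists. The same was computed for each of the 6 libraries left out in turn, and the other 5 gave 81.8 to 91.7. In the same fit the camera p was 0.187, and the seed match ranked 1558 of 15872 7-mers after adjustment, at percentile 90.2. That library was singled out after its length trend was known, so the hypothesis needs other data.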
